A study of Mus musculus with 4 samples.

How the data were processed

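Gene expression was measured in the prefrontal cortex of 3-month-old B6J mice in 4 groups that crossed diet with genotype. Per the labels, the mice ate a starch or a sucrose diet for about 70 days from weaning on postnatal day 21, and were either wild-type or heterozygous for Glo1, the gene of the methylglyoxal-detoxifying enzyme glyoxalase 1. Per the labels, total RNA of 3 mice of a group was pooled, 200 ng of the pool was labelled with Cy3, and each pool was hybridised to 1 one-colour Agilent array. The 4 arrays lay on 1 slide, 1 group at each position, so slide position and group cannot be told apart. The groups were taken from the sample labels, and each group had 1 array.

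The deposited intensity values came from the scanner files of Agilent Feature Extraction. Per the file headers, the software subtracted background with spatial detrending, applied multiplicative detrending within the array and replaced low signals by a surrogate value, with no step between arrays. The authors also deposited a series matrix, which held 1 ratio per spot: on comparison with the scanner files, every value was the processed signal divided by the 75th percentile that the scanner file of the same array gave. No further step by the authors was stated in the labels. Probe coordinates were those of the files, on mouse genome build mm9.

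From these files, log2 of the processed signal minus log2 of the array's 75th percentile over non-control spots was computed. Control spots and spots that the software had marked as non-uniform or population outliers were left out, and the spots of a probe were averaged. Each array had 62976 spots, of which 59305 were non-control spots of 56605 probes, and 300 probes were printed 10 times. The comparisons used the 42094 probes marked well above background on all 4 arrays. A further 4326 probes were well above background on some arrays only. For a pair of arrays that measured such a probe on 1 side, the change is a lower bound, taken against the higher of the dim probe's own signal and the lowest signal among probes well above background on that array. No spot was marked saturated. A gene was represented by its brightest probe. Of 35477 probes with a gene symbol, 20655 gene names resulted. Of these names, 18294 were symbols of the mouse RefSeq table of assembly GRCm38.p6, 872 were older symbols in it and 1489 were in neither column, and the files' names were kept. That table was used for names only.

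The comparisons were sucrose against starch in each genotype, heterozygous against wild-type on each diet, heterozygous sucrose against wild-type starch, and the interaction, which is the diet change in heterozygous mice minus that in wild-type mice. Each is a difference of single arrays on the log2 scale, without a p-value, and probes were counted at a change of 2-fold or more. The interaction was counted at a log2 value of 1 or more in size. The fit for diet and genotype was an additive model of both factors, which leaves 1 residual degree of freedom, fitted with limma (lmFit and eBayes) and Benjamini-Hochberg adjustment at 0.05. It takes the interaction as error, so a probe whose diet change differs between genotypes is hard to call. The design fixed 3 orthogonal contrasts, each the mean of 2 arrays minus the mean of the other 2 for diet and for genotype and the equivalent for the interaction, whose SD and interquartile range over probes were compared.

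The genes named in the text were chosen by a rule. It took Glo1, then for diet and for genotype the genes that changed by 2-fold or more in the same direction in both levels of the other factor, the 5 highest and 5 lowest by the mean of both changes. It also took the 5 highest and 5 lowest interactions, the 5 highest and 5 lowest changes between heterozygous sucrose and wild-type starch, and the members of the preset lists past 2-fold. A result for 1 of these members is not reported here. Comparisons, thresholds, alternatives, the naming rule and 14 gene lists were chosen before the data were examined. The lists held genes of glyoxalase and carbonyl detoxification, interneurons, microglia, astrocytes, oligodendrocytes, endothelium, immediate early response, circadian clock, striatum, choroid plexus, blood, mitochondrial respiration, the Y chromosome and X inactivation (sex-linked), and control genes. A further 9 lists were written after the preset lists had been examined: second lists for choroid plexus, striatum, immediate early response, blood and melanocytes, and lists for ependyma, olfactory bulb, cortical excitatory neurons and meningeal fibroblasts. The values of their genes had not been examined when the lists were written. Before the lists were tested, Calca was removed from the olfactory bulb list as a poor marker, with its value unseen, and Homer1 was removed from the second immediate early list after the value of 1 of its probes had been seen. For each list the median change was set among 10000 random lists of the same size, matched on mean signal in 20 bins. The resulting percentile describes these arrays and is no test of the groups. Because lists used genes well above background on all 4 arrays, every list gene used was detected in this tissue. The melanocyte list is called second because 3 melanocyte genes had been seen to differ, and there was no preset melanocyte list. Of the preset genes, 1 was in 2 lists, and 0 genes of the later lists were in a preset list.

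The alternatives were normexp background correction (offset 50) of the mean signal and local background, quantile, median and cyclic loess normalisation, the authors' series matrix values, 3 other filters on dim probes, a 1.5-fold threshold, genes in place of probes, the mean over a gene's probes, each factor alone in the limma model, a trended prior variance and an adjusted p of 0.1. Leaving out 1 array leaves the additive model without a residual degree of freedom, so it gave no test. Leaving out 1 array was not run for the models with a single factor. The precision is limited by the number of arrays, since the mice of a pool cannot be separated. Spots of probes printed 10 times gave the spread within an array, with an SD of 0.0481 for a single spot in the brightest quartile of the probes. Control spots gave an SD of 0.300 in the dimmest quartile.

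The limma step was tested on simulated data, in which 200 of 42094 probes were given known diet changes. The fit recovered 0% of the planted 4-fold changes at an adjusted p under 0.05 and made 0 false calls, while its mean estimate for a planted log2 change of 2 was 2.02. In a single pair of arrays, 99% of the planted 4-fold changes and 1.26% of the unchanged probes passed 2-fold. The step that sets lists among random lists was tested on simulated data too. Comparisons that share the wild-type starch array were set beside simulated unchanged groups, drawn 20 times. The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.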

Results

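The data were 4 one-colour arrays of mouse prefrontal cortex, 1 for each combination of diet (starch or sucrose from weaning) and genotype (wild-type or Glo1 heterozygous), each hybridised with a pool of RNA from 3 mice. There were no replicates, so no change between arrays has an error or a p-value. On the wild-type starch array 79.0% of the non-control spots were well above background, on the wild-type sucrose array 80.2%, on the heterozygous starch array 77.6% and on the heterozygous sucrose array 78.3%. The 75th percentiles of the processed signal were 1780, 1906, 1882 and 1929 intensity units in that order, and the medians of the negative control spots lay between 2.40 and 2.91. All changes below are log2 differences of signals scaled to each array's 75th percentile, and all levels are signals as multiples of that percentile.

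Glo1, the gene the genotypes differ in, was measured by 3 probes on chromosome 17 (build mm9), at 30729951 to 30730010 (A_51_P480982, the brightest), 30730503 to 30730562 (A_55_P2728133) and 30731083 to 30731142 (A_55_P2502721). Its signal was lower on both heterozygous arrays than on the wild-type array of the same diet. On starch the change was -0.56 for the brightest probe, which is 67.7% of the wild-type signal, and the 3 probes lay between -0.60 and -0.56. On sucrose it was -0.86, or 55.0% of the wild-type signal, with the 3 probes between -0.87 and -0.83. Across 6 alternatives the starch value stayed between -0.58 and -0.54 and the sucrose value between -0.91 and -0.83, with median scaling giving -0.91. Glo1 was higher on sucrose than on starch, by 0.45 in wild-type and by 0.15 in heterozygous mice. The brightest probe's levels were 4.04 and 5.53 in wild-type mice on starch and sucrose, and 2.74 and 3.04 in heterozygous mice. The labels' genotypes and the Glo1 signals went together on all 4 arrays.

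**Figure D1:**
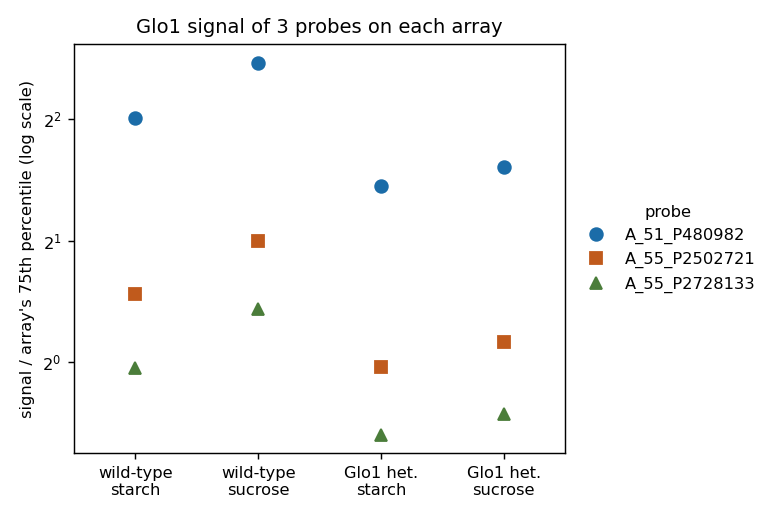
Signal of the 3 Glo1 probes on each of the 4 arrays, as multiples of the array's 75th percentile on a log2 axis; each symbol is 1 probe on 1 array. The brightest probe stood at 2.74 and 3.04 on the heterozygous arrays and at 4.04 and 5.53 on the wild-type arrays.

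The series compared mice that grew up under different combinations of diet and genotype, and the pairwise comparisons ask which transcripts differ with diet in each genotype and with genotype on each diet. Of 42094 probes, 554 differed by 2-fold or more between sucrose and starch in wild-type mice, 208 of them higher and 346 lower on sucrose. In heterozygous mice 614 probes did, 420 higher and 194 lower. Between heterozygous and wild-type mice, 395 probes passed 2-fold on starch (181 higher and 214 lower in heterozygous mice) and 603 on sucrose (456 higher and 147 lower). Between heterozygous sucrose and wild-type starch, which differ in both factors, 766 probes passed (488 higher and 278 lower). As shares of all probes these counts were 1.32%, 1.46%, 0.94%, 1.43% and 1.82%, in the order given. In simulated data, with a spread taken from the fit to these arrays, 1.26% of unchanged probes passed 2-fold in a single pair. The counts alone therefore do not show differences by diet or genotype. The interaction passed 1 in size at 1155 probes, at 756 with a more positive diet change in heterozygous mice. As a difference of 2 differences it has a larger SD over probes (0.417) than the pairwise changes (0.304 to 0.365). Its count is therefore not comparable with theirs. The filter on dim probes moved these counts most: without it the wild-type diet comparison had 3304 probes past 2-fold, and among the probes above the median mean signal it had 94. The majority of lower calls between heterozygous and wild-type mice on starch turned into a majority of higher calls under normexp (54.0% higher), quantile (52.2%) and loess (51.2%) normalisation, against 45.8% in the scaled values.

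**Figure D2:**
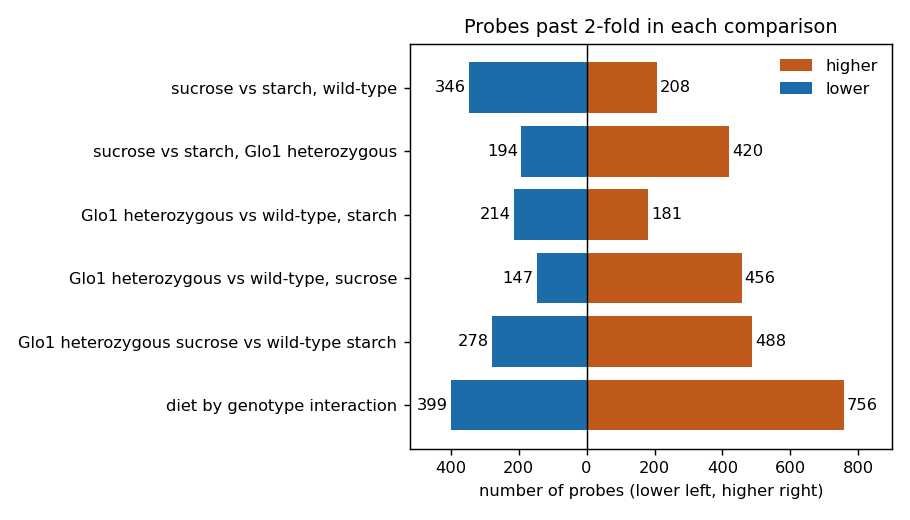
Number of probes past 2-fold in each of the 5 pairwise comparisons and past 1 in size on the log2 scale for the interaction, with lower probes to the left and higher probes to the right. The interaction is a difference of 2 differences, so its count is not comparable with the others. The split ran from 208 higher and 346 lower (sucrose against starch, wild-type) to 456 higher and 147 lower (heterozygous against wild-type, sucrose), and for heterozygous against wild-type on starch, 181 and 214, the larger side changed under normexp, quantile and loess normalisation.

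A further set of probes was measured on 1 side of a comparison only. There were 2383 of these for diet in wild-type mice, of which 187 were at least 2-fold higher and 261 at least 2-fold lower on sucrose, and 2056 in heterozygous mice (287 and 171). For genotype there were 2353 on starch (176 at least 2-fold higher and 268 at least 2-fold lower in heterozygous mice) and 2414 on sucrose (254 and 178), and for the change of both factors 2385 (256 and 262).

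Calls were concentrated among dim probes. Over the 5 pairwise comparisons 58.2% of the calls lay in the dimmest quartile of the probes by mean signal, 27.4% in the next, 11.2% in the third and 3.21% in the brightest. Where the gene of a call had another probe, that probe moved by 1.5-fold or more in the same direction for 109 of 640 calls (17%) in the dimmest quartile, 156 of 353 (44.2%) in the next, 96 of 171 (56.1%) in the third and 33 of 56 (58.9%) in the brightest. The share was lowest in every quartile for heterozygous against wild-type mice on starch. There it was 3 of 102 calls (2.9%), 6 of 40 (15%), 5 of 19 (26.3%) and 4 of 9 (44.4%), from the dimmest quartile to the brightest. The spread of repeated spots predicts an SD of 0.07 for the difference of single spots on a pair of arrays in the brightest quartile and, from control spots, of 0.42 in the dimmest. Of 1633 probes whose 4 values spanned 2-fold or more, 242 were at least 2-fold higher on the heterozygous sucrose array than on the other arrays, which lay within 2-fold of each other. The same count was 88 for the wild-type starch, 61 for the wild-type sucrose and 83 for the heterozygous starch array.

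The additive limma fit called 0 of 42094 probes for diet at an adjusted p under 0.05, where 3704 probes (8.80%) had an unadjusted p under 0.05 and the smallest adjusted p was 0.532. For genotype limma called 0 probes, with 2704 (6.42%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.733. In simulated data the same fit recovered 0% of planted 4-fold changes, so these counts carry no information on the absence of changes. Under normexp, limma called 28 probes for diet, 3 higher and 25 lower, and with a trended prior variance it called 1, a probe of Homer1 with a change of -1.68 and an adjusted p of 0.0157. That probe was lower on sucrose in both genotypes (-1.69 in wild-type and -1.66 in heterozygous mice), while the brightest Homer1 probe changed by -0.26 and -0.43. The first probe was also among the 28, with an adjusted p of 0.00880, and over all 11 alternatives the smallest adjusted p for diet ran from 0.00880 to 0.814. Homer1 and the genes of the 28 that follow were named after their values were seen. Among the 28 were probes of Egr2 (-1.47 under normexp), Fosb (-0.88) and Fosl2 (-0.81), and of the chaperone-related genes Hspa5 (-0.84), Sdf2l1 (-1.04) and Derl3 (-0.83). Genes of the olfactory bulb list were called as well, with Tbx21 at -1.35 and probes of Lgr5 at -1.09 and -0.86. Lrrc10b of the second striatum list was called at 0.94. Other calls included Ppbp, Pbx3, Meis1, Isg20, Oas2 and Ifi27l2a. Tbx21 and Ppbp were also taken by the naming rule. The 28 therefore do not single out activity or chaperone genes.

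Of the 3 orthogonal contrasts of the 4 arrays, the diet contrast had the largest SD over probes (0.253), followed by genotype (0.226) and interaction (0.209), and 365, 224 and 241 probes passed 1 in size in them. The interaction contrast is the interaction counted above divided by 2, so 241 and 1155 are counts of 1 quantity on different scales. Among the probes above the median mean signal the SDs were 0.182, 0.15 and 0.129. The alternative that moved them most was the absence of a filter, with 0.403, 0.393 and 0.379. The diet changes of the 2 genotypes share no array, and across probes, which are not independent replicates, they correlated with r = 0.19 (Spearman's rho 0.21). At 51 probes both diet changes passed 2-fold in the same direction and at 30 in opposite directions, where simulated unchanged groups gave means of 8.95 and 9.5. The genotype changes on the 2 diets correlated with r = 0.08 (rho 0.17), with 15 probes past 2-fold in the same and 31 in opposite directions, against simulated means of 9.05 and 9.7. The simulation drew each value at random from probes of like signal, so it held no probes that scatter more on every array. Counts above its means, as found here in both directions, therefore do not by themselves show a shared change. Comparisons with the same wild-type starch array correlated by 0.51 to 0.60, where the shared array alone gave 0.50 in simulated unchanged groups. In these, 153, 211 and 151 probes passed 2-fold in the same direction, against simulated means of 203.2, 202.65 and 203.3. Of 20655 genes, 39 passed 2-fold for diet in both genotypes in the same direction, 16 higher and 23 lower on sucrose, and 9 passed for genotype on both diets, 8 higher and 1 lower.

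The parts of the naming rule that rank genes filled 36 places with 29 different genes besides Glo1, and the members of the preset lists come in addition. Of the ranked genes 25 lay below the median signal of the probes and 23 had a single probe, so most of these changes rested on 1 dim spot per array. Normexp moved the ranked values most, and 30 of the 36 stayed past 2-fold under it. The 6 that did not were Npffr2 (-0.78), Scgn (-0.99) and Gm11128 (-0.78) for diet, Olfr166 (-0.48) and 1700024G13Rik (0.90) for genotype, and Gm16754 (-0.99) for the change of both factors.

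For diet, the highest genes were Ttr (transthyretin, probe A_65_P19832, chromosome 18, 20828519 to 20828577), which rose by 2.46 in wild-type and 9.18 in heterozygous mice, and Kcne2 (A_51_P153132, chromosome 16, 92298155 to 92298214), which rose by 1.74 and 6.73. Krt18 rose by 1.02 and 5.38, Clic6 by 1.42 and 3.53, and Lct by 1.07 and 3.58. The level of Ttr was 0.26 and 1.42 on the wild-type arrays, 0.10 on the heterozygous starch array and 58.69 on the heterozygous sucrose array. The lowest genes were Npffr2 (A_52_P356128, chromosome 5, 90011749 to 90011808), with changes of -2.52 in wild-type and -1.46 in heterozygous mice, Scgn (A_52_P28745, chromosome 13, probe span 24054004 to 24054661) with -2.71 and -1.19, Gm11128 with -1.11 and -2.62, Ppbp with -1.55 and -1.82, and Tbx21 with -2.11 and -1.26. A second probe of Gm11128 gave a mean diet change of -0.25 against -1.87 for the named probe. The second probe of Ttr gave a mean diet change of 4.99 against 5.82. Its interaction was 8.49 against 6.72, so its own rise in wild-type mice was below 2-fold. The rise of Ttr past 2-fold in wild-type mice therefore rested on the named probe.

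For genotype, the highest genes were Mlana (A_55_P1953402, chromosome 19, 29782737 to 29782796), higher in heterozygous mice by 3.19 on starch and 2.10 on sucrose, and Dct (A_55_P1961466, chromosome 14, 118412029 to 118412088), higher by 2.94 and 2.01. 1700024G13Rik was higher by 2.63 and 2.23, Clic6 by 1.23 and 3.34, and Tyrp1 by 1.87 and 2.47. A second probe of Mlana gave a mean genotype change of 3.04, and a second probe of Dct gave -0.41 against 2.48 for the named probe. The only gene that was lower past 2-fold on both diets was Olfr166 (A_51_P271153, chromosome 16, 19486994 to 19487053), with -1.14 and -1.17, at levels under 0.05 on every array.

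The interaction asks whether the diet change depended on genotype. Its highest values were those of Ttr (6.72, and 8.49 for its other probe), Folr1 (5.92, and 1.77 for its other probe), Tmem27 (5.36), Wdr63 (5.18) and Kcne2 (5.0). Its lowest were those of Prl (A_51_P155514, chromosome 13, 27156985 to 27157044; -4.92), Six3 (A_55_P2082403, chromosome 17, 86023349 to 86023408; -3.88), 4930447F24Rik (-3.76), E330023G01Rik (-3.65) and Slc10a4 (-3.65). Between heterozygous sucrose and wild-type starch the highest changes were those of Ttr (7.83), Kcne2 (6.78), Krt18 (5.31), Sostdc1 (5.21) and Folr1 (5.14), and the lowest those of Ccr2 (-2.58), 1700028E10Rik (-2.57, with 0.33 for its other probe), Drd3 (-2.49), Gm16754 (-2.27) and 6820426E19Rik (-2.24). The levels of these 5 lowest genes were under 0.15 on all arrays. Each was highest on the wild-type starch array, as Ccr2 at 0.085 against 0.013, 0.012 and 0.014 on the others. All 5 thus also fell past 2-fold with diet in wild-type mice and with genotype on starch, so their changes are not specific to both factors combined. Of the lowest interactions, 4930447F24Rik and E330023G01Rik stood at 0.136 and 0.198 on the heterozygous starch array and between 0.0099 and 0.022 on the others.

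Of the 84 medians of the 14 preset gene lists in 6 comparisons, 33 lay outside the middle 95% of random lists matched on signal. The signs of these 33 were the same under all 7 alternatives. The alternative that moved the number most was the mean over a gene's probes, which gave 36. In the glyoxalase and carbonyl detoxification list (14 genes, Glo1 included) no median lay outside, and the diet medians were -0.06 in wild-type and 0.01 in heterozygous mice, the latter changing sign between settings. The medians for genotype were -0.08 on starch and -0.06 on sucrose. The interneuron medians for diet, -0.06 and -0.01, and for genotype, -0.06 and -0.08, lay inside too, and of these all but the wild-type diet median changed sign between settings. Mitochondrial respiration genes had medians of -0.03 and -0.05 for diet and of -0.05 and -0.12 for genotype, all inside, and only the last kept its sign in every setting. The 11 control genes had medians of -0.05 and -0.05 for diet and -0.11 and -0.06 for genotype, and each of these 4 changed sign in some setting, with ranges from -0.12 to 0.04.

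**Figure D3:**
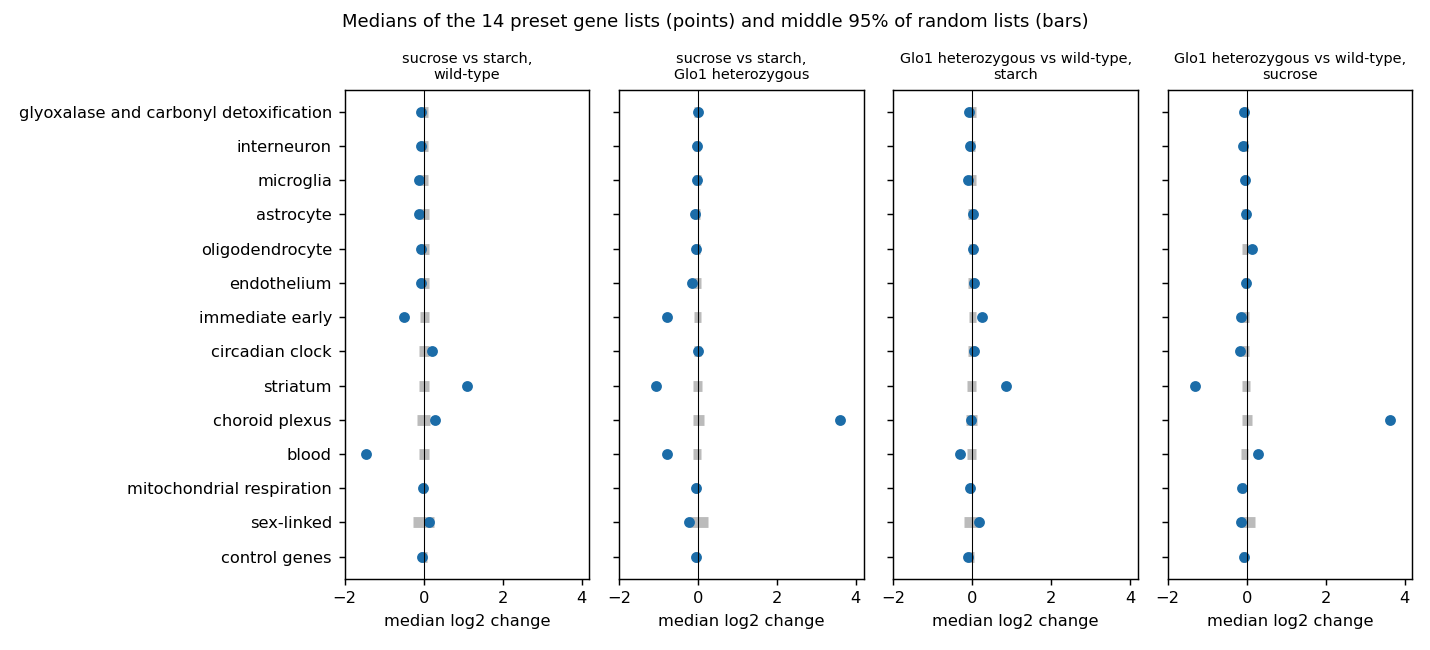
Median log2 change (points) of each of the 14 preset gene lists in 4 comparisons of single arrays, with grey bars over the middle 95% of 10000 random lists. Striatum (1.11 and -1.07 for diet), choroid plexus (3.60 for diet in heterozygous mice), immediate early (-0.49 and -0.79) and blood (-1.46 and -0.78) lists stood outside the bars in every scaling, while points near 0, such as the control genes, changed sign between scalings.

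Among the other glial and vascular lists, microglia genes had a median of -0.11 for diet in wild-type mice (percentile 0.61) and of -0.11 for genotype on starch (percentile 0.47), and -0.03 and -0.05 in the other diet and genotype comparisons, which lay inside. Astrocyte genes had a median of -0.13 for diet in wild-type mice (percentile 0.47) and -0.08 in heterozygous mice, the latter inside and changing sign between settings. Their genotype medians were 0.01 and -0.01. Oligodendrocyte genes were higher in heterozygous mice on sucrose, with a median of 0.14 (percentile 99.98, 11 of 12 genes higher), and had medians of -0.08 and -0.05 for diet and 0.03 for genotype on starch. Endothelial genes had a median of -0.15 for diet in heterozygous mice (percentile 0.22), -0.07 in wild-type mice, and 0.04 and -0.01 for genotype. The 4 measured genes of the sex-linked list, all Y-linked, were detected on every array, with medians of 0.14 and -0.23 (percentile 1.75) for diet and 0.17 and -0.15 for genotype. Their wild-type diet median changed sign between settings. The circadian clock list rose by 0.21 on sucrose in wild-type mice (percentile 99.92) and had a median of 0.01 in heterozygous mice. Its genotype medians were 0.06 on starch and -0.17 on sucrose (percentile 0.05).

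Single members of these lists past 2-fold were Calb2 in the interneuron list (-1.60 for diet in wild-type mice and 1.16 for genotype on sucrose), Gfap in the astrocyte list (1.16 for genotype on sucrose) and Ciart in the clock list (1.12 for diet in wild-type mice). In total 29 of 160 list genes passed 2-fold in a pairwise comparison, with 5 in the immediate early, 4 in the blood, 8 in the striatum and 9 in the choroid plexus list. The mean of a list differed in sign from its median for the interaction of the interneuron (0.06 against -0.04), astrocyte (0.10 against -0.02) and endothelial genes (0.05 against -0.01). It also did for genotype on starch and sucrose in the astrocyte list (means -0.01 and 0.09) and the endothelial list (means -0.04 and 0.01), and for oligodendrocyte genes between heterozygous sucrose and wild-type starch (0.02 against -0.04).

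Immediate early genes were lower on sucrose in both genotypes, with a median of -0.49 in wild-type mice (11 of 12 genes lower) and of -0.79 in heterozygous mice (12 of 12 lower), below all 10000 random lists in both. Past 2-fold were Egr2 (-1.30 in wild-type and -1.76 in heterozygous mice) and, in heterozygous mice, Fos (-1.24), Egr1 (-1.11), Fosb (-1.03) and Arc (-1.01). Between genotypes the list median was 0.25 on starch and -0.15 on sucrose, both outside the middle 95%. Blood genes were lower on sucrose too, with medians of -1.46 and -0.78 (6 of 6 lower in both genotypes), and medians of -0.31 and 0.28 for genotype on starch and sucrose, again outside. In wild-type mice Hbb-b1 changed by -1.58, Hbb-b2 by -1.68, Hbb-bt by -1.35 and Alas2 by -1.65. The globin genes belong to families of similar sequence, and whether their probes share signal was not tested.

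Striatum genes moved in opposite directions with diet in the 2 genotypes. Their median was 1.11 in wild-type mice (11 of 11 higher on sucrose) and -1.07 in heterozygous mice (11 of 11 lower), and the genotype medians were 0.84 on starch and -1.31 on sucrose. The interaction median was -2.02, below all 10000 random lists. Members past 2-fold included Adora2a, Drd1, Gpr6, Rgs9, Six3, Tac1 and Drd2, with Drd1 at levels of 0.72 and 1.97 in wild-type and 1.71 and 0.71 in heterozygous mice on starch and sucrose. Choroid plexus genes were highest on the heterozygous sucrose array. Their median was 3.60 for diet in heterozygous mice and 3.63 for genotype on sucrose (10 of 10 higher in both), 0.29 for diet in wild-type mice (percentile 99.94, 8 of 10 higher), and -0.02 for genotype on starch, where the sign changed between settings. Members past 2-fold were Ttr, Folr1, Sostdc1, Otx2, Kl, Clic6, Kcnj13, Aqp1 and Enpp2. Aqp1 fell by 2.11 on sucrose in wild-type mice and rose by 1.79 in heterozygous mice. The other medians outside the middle 95% were those of the interaction for microglia (0.08), immediate early (-0.34), clock (-0.28), choroid plexus (3.58), blood (0.62) and sex-linked genes (-0.30). Between heterozygous sucrose and wild-type starch they were those of immediate early (-0.60), choroid plexus (3.95) and blood genes (-1.14).

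**Figure D4:**
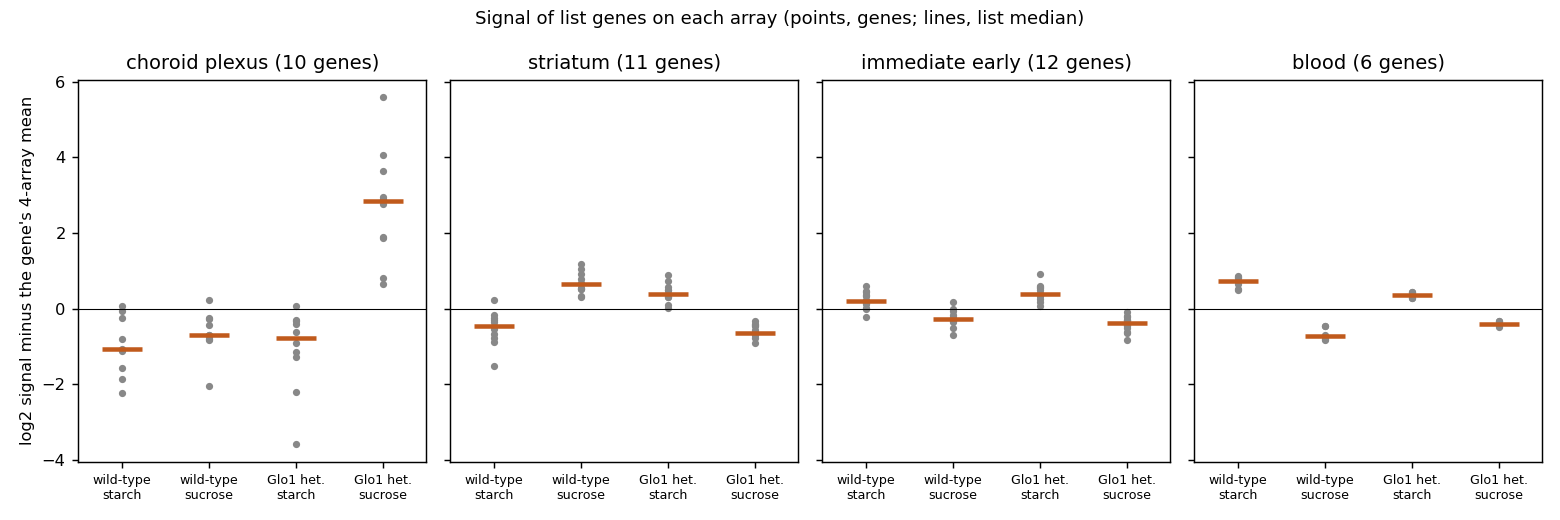
Log2 signal of each gene minus its mean over the 4 arrays (grey points) on each array, with list medians (orange lines), for the choroid plexus (10 genes), striatum (11), immediate early (12) and blood (6) lists. Choroid plexus genes were highest on the heterozygous sucrose array (median diet change 3.60, against 0.29 in wild-type mice), striatum genes changed direction between genotypes (1.11 and -1.07), and immediate early (-0.49 and -0.79) and blood genes (-1.46 and -0.78) were lower on both sucrose arrays.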

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

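Of the tests in this part, those on scatter of dim probes and on a shift of the whole array, and the one on an added ERCC mix, were chosen after the result was seen, while the second gene lists had been written before their values were looked at.

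The first group of results here went in opposite directions with diet in the 2 genotypes, with both changes past 2-fold. Each genotype's diet change came from 1 array against 1, so the difference was not tested. The striatum list had a median diet change of 1.11 in wild-type and -1.07 in heterozygous mice, a difference of -2.02. Among its members, Adora2a differed by -3.59 (1.80 and -1.79), Drd1 by -2.73 (1.45 and -1.27), Gpr6 by -2.88 (1.81 and -1.07), Rgs9 by -2.32 (1.19 and -1.13) and Six3 by -3.88 (2.70 and -1.18). Outside the preset lists, Slc10a4 differed by -3.65 (2.25 and -1.40) and Prl by -4.92 (1.60 and -3.33). Rgs9 stood at levels of 2.38 and 5.45 in wild-type and 4.80 and 2.20 in heterozygous mice on starch and sucrose, while Prl stayed under 0.11 and Six3 under 0.12 on all arrays. Prl had no list of its own, and no explanation was tested for it.

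For the striatum genes, scatter of dim probes was argued against by the random lists, of which 0 of 10000 of the same size and signal had a median as low. A candidate explanation is a larger share of striatal tissue in the wild-type sucrose and heterozygous starch pools, as the border of the dissected cortex could vary between mice. A second list of 20 striatum genes had a median of -0.57 for the interaction (17 of 20 lower), below all random lists but short of the -1 set beforehand. Its genes include ones that cortex also expresses at high levels, such as Pde1b, at 12.35, 15.40, 13.57 and 11.86 in the order wild-type starch, wild-type sucrose, heterozygous starch and heterozygous sucrose, and Meis2 at 11.14, 9.27, 12.66 and 8.44. The most abundant genes of the preset list were Penk, Ppp1r1b and Tac1. In that order of arrays Penk stood at 17.64, 24.32, 24.66 and 14.29. Ppp1r1b stood at 5.06, 8.90, 6.65 and 4.92, and Tac1 at 4.71, 8.68, 8.45 and 3.87. All striatum genes used were detected in every pool. Tissue share and a diet effect that depends on genotype cannot be told apart for these genes, because each group was 1 pool, and the biological explanation was not tested.

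Aqp1 and Tmem27 differed in the other direction. Aqp1 differed by 3.90 (-2.11 in wild-type and 1.79 in heterozygous mice) and Tmem27 by 5.36 (-2.30 and 3.06). Aqp1 is a member of the choroid plexus list, whose median rose by 3.60 in heterozygous mice. Scatter of dim probes was argued against for the list, since 0 of 10000 random lists had a median as high. The median over all genes moved by 0.000346, but the scaling of each array to its own 75th percentile brings this value near 0 by construction, so it is no evidence on a shift of the whole heterozygous sucrose array. A second list of 16 choroid plexus genes had a median of 1.23 in heterozygous mice (15 of 16 higher on sucrose) and 0.07 in wild-type mice, consistent with choroid plexus tissue in the heterozygous sucrose pool. The ependyma list, cells of the same ventricular surface, had medians of 1.21 (12 of 12 higher) and -0.20. The most abundant genes of the preset list on that array were Ttr at 58.69 and Enpp2 at 32.45, against 0.10 and 15.03 on the heterozygous starch array. In the second list Tuba1c, the most abundant, was 8.85 against 8.90 and Slc13a4 was 6.34 against 5.25. All of these genes were detected in every pool. The fall of Aqp1 and Tmem27 in wild-type mice was carried by signals of 0.27 and 0.04 on starch and of 0.06 and 0.01 on sucrose, and no explanation was tested for it. An effect of sucrose in heterozygous mice on choroid plexus genes stayed open and was not tested.

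A signal also appeared in data outside the comparisons. Of the 96 control probes for ERCC transcripts, 12 were well above background on all 4 arrays, and 19.5%, 20.7%, 14.1% and 15.4% of the ERCC spots were, against 2.92%, 0.649%, 0.649% and 0.325% of the negative control spots, in the order wild-type starch, wild-type sucrose, heterozygous starch and heterozygous sucrose. The labels mention no added ERCC transcripts. If the mix had been added, its 4 most concentrated transcripts would have been among the brightest, but the best of the 4 ranked 30 of 96, and their median signal of 2.69, 2.38, 2.89 and 2.94 lay near the negative controls. The brightest, ERCC-00148, had signals of 241, 199, 164 and 179. Cross-hybridisation of these probes with mouse transcripts was not tested, and no biological explanation was tested.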

How the results depend on the processing

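None of the alternatives in this part was chosen after the result was seen. No paired analysis was possible because each group had 1 array and the labels share no replicate pairs. Leaving out an array leaves the additive model no residual degree of freedom, and it was not run for the models with a single factor.

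The counts of probes past 2-fold stayed within 1.5 times of the reported ones under quantile, median and loess normalisation and in the authors' matrix, for example 554 to 569 for sucrose against starch in wild-type mice and 1126 to 1155 for the interaction. They moved under 6 other choices, given here in the order diet in wild-type, diet in heterozygous, genotype on starch, genotype on sucrose, both factors and interaction. Normexp gave 175, 224, 100, 230, 232 and 356, nearly all of them (175 of 175 and 355 of 356 for the first and last) also past 2-fold in the reported values. Its offset compresses low signals by construction. Probes well above background on at least 1 array gave 1842, 1797, 1704, 1792, 2143 and 3142, no filter gave 3304, 2984, 3052, 3083, 3559 and 5374, and probes above the median signal gave 94, 81, 41, 81, 126 and 120. A 1.5-fold threshold gave 2516, 2043, 2053, 1789, 3089 and 3866, and genes in place of probes gave 305, 365, 168, 354, 413 and 594. These 5 change the number of probes or the threshold by construction.

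No scaling moved the share of higher calls by over 10 percentage points. Filters did: for genotype on sucrose it went from 75.6% to 56.4% with probes of at least 1 array and 52.1% with no filter, for both factors from 63.7% to 52.2% and 46.9%, and among probes above the median signal from 37.5% to 19.1% for diet in wild-type mice and from 45.8% to 31.7% for genotype on starch. The cause was not tested.

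For diet, limma called 0 probes in 9 of 11 alternatives (2571 to 3767 at an unadjusted p under 0.05), 28 under normexp and 1 with the trended prior variance. These settings had the highest prior degrees of freedom, 6.36 and 5.38 against 2.55 in the main fit. A higher value gives more power with 1 residual degree of freedom, but whether it alone made the calls was not tested. For genotype it called 0 probes in all 11, with 1702 to 3459 at an unadjusted p under 0.05. In data simulated with the prior of the main fit, no planted 4-fold change was called, so the 0 says nothing about stability. The alternatives were not simulated, and the share of changes that they would recover is not known.

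The order of the 3 contrasts, diet above genotype above interaction, held in all 9 settings. With probes of at least 1 array their SDs were 0.392, 0.379 and 0.366, and with no filter 0.403, 0.393 and 0.379. Normexp gave 0.146 for genotype and 0.135 for the interaction, and probes above the median signal 0.15 and 0.129. Dim probes scatter more, which limits what the low signals can show. The SD of the difference of 2 control spots was 0.42 in the dimmest quartile and 0.08 in the brightest. It was 0.48 in the second quartile, which held 1 control probe.

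Glo1 was the same within the spread of spots in all 6 alternatives. Of 216 values of the ranked genes under alternatives, 174 were within that spread, 42 moved (34 under normexp and 8 under the mean over probes) and 0 reversed. Of 588 list medians 496 were unmoved, 92 moved and 0 of those outside the random lists reversed. The number of medians outside ran from 31 to 36 against 33, with 31 to 33 of the reported ones among them. No scaling shifted the median over all probes by more than 0.0447 in size.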

Other observations

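Of the tests in this part, those on the striatal and olfactory bulb shares as causes of the immediate early change, on the time of day, and on whether genes near Glo1 vary in other contrasts were chosen after the result was seen.

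Several genes that were low on the wild-type sucrose array, such as S100a5, Eomes, Doc2g and Scgn, are known from the olfactory bulb, so a list of 17 other genes of that region was examined. Its median diet change was -0.70 in wild-type mice (16 of 17 lower, below all random lists), consistent with less olfactory bulb tissue in that pool. It was -0.47 in heterozygous mice (16 of 17 lower), and for genotype it was -0.01 on starch and 0.44 on sucrose. The most abundant genes of the list were Gng13, at 22.73 and 23.31 in wild-type mice on starch and sucrose, and Tshz1 at 3.98 and 2.79, and Cdhr1 went from 1.90 to 0.62. All 17 genes were detected in every pool, and 1 of them, Tbx21, is also among the genes named for diet, though it was not among the genes seen to be low when the list was written. A diet effect on these genes stayed open and was not tested.

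Immediate early genes were lower on sucrose in both genotypes (medians -0.49 and -0.79). The second list of 18 such genes also fell, by -0.33 in wild-type (15 of 18 lower) and -0.42 in heterozygous mice (17 of 18 lower), below all random lists, which argues against a chance pick of the preset genes. Fewer cortical neurons in the sucrose pools were argued against by the list of cortical excitatory neuron genes, whose medians were 0.19 and 0.021, with Camk2a at 36.97, 53.67, 50.57 and 54.02 on the wild-type starch, wild-type sucrose, heterozygous starch and heterozygous sucrose arrays. A different striatal share was argued against as the only cause by the striatum list, which moved by 1.11 and -1.07. It may still contribute. The preset immediate early list had the sign of the striatum list for genotype on starch (0.25 and 0.84) and on sucrose (-0.15 and -1.31). The second immediate early list had 0.12 and -0.00 there. The olfactory bulb share may contribute, since the bulb list fell with diet in both genotypes (-0.70 and -0.47) as well. Between genotypes on sucrose the bulb list was higher in heterozygous mice (0.44) where the preset immediate early list was lower (-0.15), but the second list did not move (-0.00, percentile 63.74), so this explanation stayed open. Time of day at dissection may contribute: of 6 clock genes, 5 moved the way stated for a later time in wild-type and 4 in heterozygous mice, but only 3 in both, and the time was not recorded in the labels, so it cannot be told apart from diet. Handling before dissection was not recorded either and was not tested. An effect of diet on neuronal activity stayed open and was not tested.

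Haemoglobin genes were lower on sucrose, with medians of -1.46 and -0.78 for the preset blood list. Less blood left in the sucrose pools may explain this, as a second list of 12 other red and white blood cell genes had medians of -0.19 (10 of 12 lower) and -0.23 (9 of 12 lower), at the percentiles 1.19 and 0.06 of random lists. Its falls were smaller, and its most abundant genes, Fech (5.33 and 5.32 in wild-type mice on starch and sucrose) and Bpgm (3.33 and 3.16), which brain also expresses, hardly moved. Hba-a1 was at 114.52 and 58.06. All 12 genes were detected in every pool. An effect of diet on haemoglobin transcripts stayed open and was not tested.

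Mlana, Dct and Tyrp1, genes of pigment cells, were higher in heterozygous mice on both diets. A second list of 11 melanocyte genes had genotype medians of 0.094 on starch (percentile 94.80) and 0.40 on sucrose (percentile 99.98), and a list of 16 meningeal fibroblast genes, a tissue that carries pigment cells in this strain, had 0.17 (percentile 99.97) and 0.034 (percentile 89.01). The most abundant genes were Mitf, at 1.45 and 1.61 in wild-type and heterozygous mice on starch, and Nov, at 14.49 and 15.16. Each list stood outside the random lists on 1 diet only, so more pigment cells or more meninges in the heterozygous pools cannot be told apart from an effect of genotype. All genes of both lists were detected in every pool.

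The calls past 2-fold lay mostly among dim probes, and scatter of dim probes likely makes up a large part of them: of the calls in the dimmest quartile with another probe of the gene, 17% had that probe past 1.5-fold in the same direction, against 58.9% in the brightest quartile. The correlation of the diet changes of the 2 genotypes (r = 0.19) was not removed with the trend on probe GC content and signal (r = 0.198 against 0.190 before). Over the 40561 probes below 2-fold in every pairwise comparison r was 0.231. This filter also limits the genotype changes, so it favours probes whose diet changes match. It therefore cannot show whether a few tissue marker probes carried the correlation. A shared effect of diet and a shared difference in tissue makeup both stayed open.

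Genes within 10 Mb of Glo1 on chromosome 17 had larger genotype changes than genes elsewhere. The median of the absolute change, averaged over both diets, was 0.114 for 502 genes against 0.0952 in random sets, at the percentile 99.97. At 5 genes the change passed 1.5-fold in the same direction on both diets, where random sets held 1.39 on average and 138 of 10000 held as many. They were LOC102641089 (-0.90 on starch and -0.95 on sucrose), H2-Aa (-0.69 and -0.76), Olfr103 (-0.85 and -0.62), 4930442P07Rik (-0.82 and -0.59) and Fpr-rs3 (-0.59 and -0.81). They were named after their values were seen, all were lower in heterozygous mice, and all had levels under 0.08. Chromosomal DNA of another strain carried along with the Glo1 allele could produce such a pattern, and a probe mismatch or a true change of transcripts would look alike. The same genes had diet changes at the percentile 95.54, so genes of this region that vary more in any contrast remained possible, and these explanations cannot be told apart. Of 382 windows of 100 genes, those ranked 1 and 2 for genotype lay on chromosome 17, at 35390575 to 44176435 and 34783213 to 36302331, and they ranked 10 and 5 for diet. Neither holds Glo1. Of the overlapping windows, the pair that does, 26836361 to 31744295 and 28726857 to 33960030, ranked 5 and 35 for genotype and 75 and 77 for diet. Between these and the leading windows, 31749622 to 34770041 and 33975170 to 35377143 ranked 183 and 225 for genotype and 90 and 24 for diet. The windows were examined after the result was seen. The labels do not say how the allele was made or backcrossed.

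Whether the 0 calls of limma for diet and for genotype differ from other groupings of the arrays could not be decided, since each of the 3 splits of the 4 arrays into pairs gave 0 calls (3 of 3 as many for diet and 3 of 3 for genotype). At an unadjusted p under 0.05 the diet split gave 3281 probes, the genotype split 1978 and the remaining split 951. With 3 splits, no share under 0.05 can be reached.

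Of the 54 medians of the 9 later lists, 36 lay outside the middle 95% of random lists. Of the medians not given above, these lay outside: for genotype on sucrose 1.33 in the second choroid plexus list, 0.86 in ependyma, -0.39 in the second striatum list, -0.20 in cortical excitatory neurons and 0.16 in the second blood list, and for genotype on starch -0.24 in ependyma, 0.28 in the second striatum list and 0.12 in the second immediate early list. For diet they were 0.41 and -0.54 in the second striatum list in wild-type and heterozygous mice, and -0.10 in the meningeal list in heterozygous mice. For the interaction they were 1.17 in the second choroid plexus list, 1.36 in ependyma, 0.40 in the olfactory bulb, -0.22 in cortical excitatory neurons, 0.22 in the second blood list and 0.36 in the melanocyte list. For the change of both factors they were 1.23 in the second choroid plexus list, 0.72 in ependyma, -0.39 in the olfactory bulb, -0.35 in the second immediate early list and 0.29 in the melanocyte list. The others lay inside: 0.04 in the second choroid plexus list, 0.07 in cortical excitatory neurons and -0.01 in the second blood list for genotype on starch, -0.00 in the second immediate early list for genotype on sucrose, -0.16 and -0.02 in the melanocyte list for diet, and 0.06 in the meningeal list for diet in wild-type mice. For the interaction -0.11 in the second immediate early list and -0.04 in the meningeal list lay inside, and for the change of both factors -0.07 in the second striatum list, 0.08 in cortical excitatory neurons, -0.06 in the second blood list and 0.09 in the meningeal list. The mean had another sign than the median for genotype on starch in the olfactory bulb (0.07) and second blood lists (0.08), and for genotype on sucrose in the second immediate early list (0.01). It also did for diet in heterozygous mice in the melanocyte (0.14) and meningeal lists (0.01) and for the interaction in the meningeal list (0.00 against -0.04). The cause of these differences was not tested.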
